# Knock-Down of PRAME Increases Retinoic Acid Signaling and Cytotoxic Drug Sensitivity of Hodgkin Lymphoma Cells

**DOI:** 10.1371/journal.pone.0055897

**Published:** 2013-02-11

**Authors:** Stefanie Kewitz, Martin S. Staege

## Abstract

The prognosis for patients with Hodgkin lymphoma (HL) has improved in recent decades. On the other hand, not all patients can be cured with the currently established therapy regimes and this therapy is associated with several adverse late effects. Therefore it is necessary to develop new therapy strategies. After treatment of L-540 HL cells with 5′-azacytidine (5AC), we observed increased expression of the preferentially expressed antigen in melanoma (PRAME). In addition, we detected an increased resistance of 5AC-treated cells against cytotoxic drugs. We analyzed the influence of PRAME on cell survival of HL cells by knocking down PRAME in the chemotherapy resistant cell line L-428, a cell line that express PRAME at a high level. After knock-down of PRAME using vector based RNA interference we observed increased sensitivity for cisplatin, etoposide and retinoic acid. DNA microarray analysis of HL cells after PRAME knock-down indicated regulation of several genes including down-regulation of known anti-apoptotic factors. Increased retinoic acid signaling in these cells was revealed by increased expression of the retinoic acid metabolizing cytochrome P450 (CYP26B1), a transcriptional target of retinoic acid signaling. Our data suggest that PRAME inhibits retinoic acid signaling in HL cells and that the knock-down of PRAME might be an interesting option for the development of new therapy strategies for patients with chemo-resistant HL.

## Introduction

The etiology of Hodgkin lymphoma (HL) is unknown, but immunological and molecular properties suggest that HL cells are derived from B cells [1]–[3]. HL cells have a characteristic gene-expression profile that discriminates these cells from other normal and transformed hematopoietic cells [4], [5]. With the combination of radio- and chemotherapy the majority of patients with HL can be cured. However, the established therapy is associated with a plethora of late adverse side effects and some patients with chemo-resistant disease cannot be cured [6]–[10]. Therefore it is important to search for new treatment strategies for patients with Hodgkin lymphoma.

PRAME (preferentially antigen expressed in melanoma) was identified as a tumor antigen recognized by autologous tumor-specific cytotoxic T lymphocytes from a patient with melanoma [11]. PRAME is a member of the cancer/testis antigen family and is not expressed in normal tissues except testis. This antigen is expressed in varying cancer types and PRAME expression in tumor cells has an impact on prognosis and survival of cancer patients [12], [13]. In most cases, high expression of PRAME is a marker for poor prognosis, increased development of metastasis and low disease-free survival, *e.g.* in patients with breast cancer [14]. In contrast to sensitive cell lines, chemotherapy resistant Hodgkin lymphoma cell lines show an increased expression of PRAME [5]. On the other side, high PRAME expression in childhood acute myeloid leukemia is a marker for favorable prognosis and longer survival [15]. As a result of multiple gene duplications, the human genome has multiple PRAME-homologous genes and pseudo-genes [16]. The PRAME family is present in humans and other mammals, but absent in other organisms [17]. The physiological or patho-physiological function of most members of the PRAME family is unknown. PRAME operates in the cell as a repressor of retinoic acid signaling [18]. It inhibits the retinoic acid receptor by direct binding. In normal cells in the absence of retinoic acid, repressor complexes bind to the retinoic acid receptor [13]. These co-receptor complexes have associated histone deacetylase (HDAC) activities [17]. HDAC activities change the DNA to a close conformation and inhibit transcription. When RA binds to the receptor the conformation of the ligand binding domain of the RA receptor change and a co-activator complex with associated histone acetylase (HAT) activities binds [13], [17]. The DNA conformation change to an open form and RA target genes can be transcribed, leading to differentiation, cell cycle arrest and apoptosis [17]. In cells with high PRAME expression PRAME binds to the retinoic acid receptor instead of the co-activator complex and inhibits the transcription of target genes [13]. Most of our knowledge about PRAME comes from the analysis of solid tumors or leukemia cells. All HL cell lines tested have higher expression of PRAME in comparison to normal blood cells [19]. HL cells with relatively low expression of PRAME (cell line L-540) show increased expression of PRAME after treatment with the de-methylating agent 5′-azacytidine [19]. The tumor antigen PRAME might be an interesting target for immunological treatment of HL [19], [20] but the function of PRAME in HL cells has not been elucidated. Therefore, we investigated the influence of PRAME on retinoic acid signaling and sensitivity against cytostatic drugs in HL cells.

## Materials and Methods

### Cell Lines, Cell Culture Experiments and Flow Cytometry

HL-cell lines HDLM-2, KM-H2, L-1236, L-428 and L-540 [21]–[25] were obtained from the Deutsche Sammlung von Mikroorganismen und Zellkulturen (DSMZ), Braunschweig, Germany. All cells were cultured in RPMI-1640 (Invitrogen, Karlsruhe, Germany) supplemented with 10% fetal calf serum, 100 U/mL penicillin, and 100 µg/mL streptomycin at 37°C in a humidified atmosphere with 5% CO_2_.

Cells of the line L-540 were treated in cell culture bottles at a cell density of 1×10^6^ cells/mL with 5 µM 5′-acacytidine or medium. After 3, 5, 7, 9 and 14 days, cells were harvested, RNA and DNA were isolated and the drug sensitivity of cells was determined. For this end, cells were treated for 24 hours with 60 µM roscovitine, 25 µg/mL etoposide or 25 µg/mL of cisplatin at a cell density of 500.000 cells/mL. Dead cells were identified by propidium iodide staining. The samples were analyzed on a FACScan instrument (Becton Dickinson, Heidelberg, Germany) using CellQuest Pro software (Becton Dickinson).

Expression of PRAME in HL cells was suppressed by using the BLOCK-iT POL II miR RNAi expression vector kit with EmGFP (Invitrogen, Karlsruhe, Germany) according to manufacturer’s instructions. For this end, the two oligonucleotides 5′-TGC TGA GAT GTT GTC CCT TCA TCA GCG TTT TGG CCA CTG ACT GAC GCT GAT GAG GAC AAC ATC T-3′ (top strand) and 5′-CCT GAG ATG TTG TCC TCA TCA GCG TCA GTC AGT GGC CAA AAC GCT GAT GAA GGG ACA ACA TCT C-3′ (bottom strand) were annealed and cloned into the vector pcDNA6.2-GW/EmGFP-miR. HL cells were transfected with this construct by using the CLB Kit (Biozym, Hessisch Oldendorf, Germany) and stable transfectants were selected by treatment with 3 µg/mL blasticidin.

HL cells were treated for 4 days at a cell density of 1×10^6^ cells/mL with 2.5×10^−4^ M all-*trans* retinoic acid (ATRA) or dimethyl sulfoxide (DMSO). Thereafter, RNA was isolated and the percentage of dead cell was determined by propidium iodide staining. Furthermore the drug sensitivity of cells was determined as described above. In addition, HL cells were treated at a cell density of 1×10^4^ cells/100 µL with 6.25×10^−5^ M all-*trans* retinoic acid (ATRA) or dimethyl sulfoxide (DMSO). After 4 days cell viability was assessed by 2,3-bis-(2-methoxy-4-nitro-5-sulfophenyl)-2H-tetrazolium-5-carboxanilide (XTT) assay (Roche, Basel, Switzerland) according to the manufacturer’s protocol.

### Gene Expression Analysis

RNA from cell lines was isolated using TriFast reagent (peqlab, Erlangen, Germany) following the manufacturer’s protocol. 2 µg of the RNA were transcribed into cDNA. The following primer combinations were used: actin beta (ACTB): 5′-GGC ATC GTG ATG GAC TCC G-3′, 5′-GCT GGA AGG TGG ACA GCG A-3′; B cell leukemia/lymphoma 2 (BCL2): 5′-TTC TTT GAG TTC GGT GGG GTC-3′, 5′-TGC ATA TTT GTT TGG GGC AGG-3′; CD40∶5′-ACA AAT ACT GCG ACC CCA AC-3′, 5′-CGA CTC TCT TTG CCA TCC TC-3′; early growth response 2 (EGR2): 5′-GGT CGC CTT GTG TGA TGT AG-3′, 5′-CAA ACA AAT CAG CTC CGG TA-3′; glyceraldehyde-3-phosphate dehydrogenase (GAPDH): 5′-CCA TGG AGA AGG CTG GGG-3′, 5′- CAA AGT TGT CAT GGA TGA CC-3′; interleukin 13 receptor alpha 1 (IL13RA1): 5′-AAC TTC CCG TGT GAA ACC TG-3′, 5′-AGT CGG TTT CCT CCT TGG TT-3′; preferentially expressed antigen in melanoma (PRAME): 5′- GCT GTG CTT GAT GGA CTT GA-3′, 5′- AAG GTG GGT AGC TTC CAG GT-3′; CYP26B1∶5′- GAC CCT GGA GCT GAT CTT TG-3′, 5′- TGA TGA CGC AGT CCA GGT AG-3′; tumor necrosis factor-related apoptosis inducing ligand (TRAIL): 5′-AAG GAA GGG CTT CAG TGA CC-3′, 5′-AGT TAG CCA ACT AAA AAG GCC C-3′; TRAIL receptor (TRAILR)1∶5′-AGA GAG AAG TCC CTG CAC CA-3′, 5′-GTC ACT CAA GGG CGT ACA AT-3′; TRAILR2∶5′-TGA CCT CCT TTT CTG CTT GC-3′, 5′-TAC GGC TGC AAC TGT GAC TC-3′; TRAILR3∶5′-TGT CTC CAG CCT GGC TCT AT-3′, 5′-CTC ACC CTT GTC ACC CAG TT-3′; TRAILR4∶5′-AGG CTG TTT ACA TGG GTT GC-3′, 5′-CAA ACC CTG GTC CAG TCT C-3′. Real-time quantitative RT-PCR (qRT-PCR) was performed as described using the Maxima™ SYBR Green qPCR Master Mix (Fermentas, St. Leon Roth, Germany) using the following conditions: 94°C, 30 s; 60°C, 30 s; 72°C, 45 s (40 cycles) [5], [26]. DNA-microarray analysis using Affymetrix HG_U133PLUS2.0 microarrays was performed as described [19], [26]. Data were analyzed by using expression console 1.1 (Affymetrix). MicroArray Suite 5 (MAS5) and Robust Multiarray Averaging (RMA) algorithms were applied for data analysis. Microarray data have been deposited in the Gene Expression Omnibus (GEO) data base (accession number GSE40988).

### DNA Isolation and Methylation Analysis

DNA from cell lines was isolated using the QIAamp DNA Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. 2 µg of DNA were treated with bisulfite using the EpiTect Bisulfite Kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. The following primer combinations were used [27]: PRAME non-methylated sequence: 5′-GTT GTA AGG ATG TTT TGA ATT GA-3′, 5′-CCT ACA CCA CTA CCT AAA CCA TC-3′; ALU repetitive sequence: 5′-GGT TAG GTA TAG TGG TTT ATA TTT GTA ATT TTA GTA-3′, 5′-ATT AAC TAA ACT AAT CTT AAA CTC CTA ACC TCA-3′. RT-PCR was performed using the GoTaq qPCR Master Mix (Promega, Mannheim, Germany). The reaction was performed with 10 µl GoTaq® qPCR Master Mix, 5 µl water, 1 µl of each primer combination (100 µM) and 3 µL bisulfite treated DNA using the following conditions: 94°C, 30 s; 60°C, 30 s; 72°C, 45 s (40 cycles). PCR products were subjected to agarose gel (1%) electrophoresis in the presence of ethidium bromide.

### Statistic Analysis

Statistical analysis was performed using SPSS Statistics 18 (SPSS Inc., Chicago, Ill., USA). Student’s t-test was applied for testing of significance. The same program was used for calculation of the correlation between PRAME and putative PRAME-regulated genes.

## Results

### Incubation of HL Cells with 5′-azacytidine Increases PRAME Expression

In our previous work we observed differences in the expression of PRAME between chemo-resistant and -sensitive HL cells. We asked whether the low expression of PRAME in HL cell lines L-540 might be epigenetically regulated. Therefore, we analyzed the methylation status of PRAME in HL cell lines. We isolated DNA from HL cell lines and treated them with bisulfite. Bisulfite converts cytosine into uracil but methylated cytosines are not converted. After the conversion reaction, a methylation specific PCR was performed with specific primers for non-methylated PRAME [27]. As control we performed PCR with primers for an ALU repetitive sequence (not modified by bisulfite) [27]. A representative result is shown in Figure 1. HL cell lines L-428, L-1236, HDLM-2 and KM-H2 showed stronger signals for non-methylated PRAME than the cell line L-540. After incubation of L-540 cells with 5′-azacytidine (5AC) for two weeks we observed stronger signals for non-methylated PRAME (Figure 1). In parallel, expression of PRAME increased with time of 5AC treatment ([19] and Figure S1). We tested whether increased PRAME expression has an influence on the resistance against cytostatic drugs. We incubated the 5AC-treated cells for 24 hours with cisplatin or roscovitin, respectively. The results of these experiments are shown in Figure 2 and Figure S2. After 7 days of incubation with 5AC the expression of PRAME was 14 times higher than in the control cells; at the same time, more cells survived after treatment with cisplatin or roscovitin. We observed that the sensitivity against cytostatic drugs decreased in parallel with the increased expression of PRAME. No such decrease of sensitivity was observed when we treated constitutively PRAME expressing HDLM-2 cells with 5AC (Figure S3).

**Figure 1:**
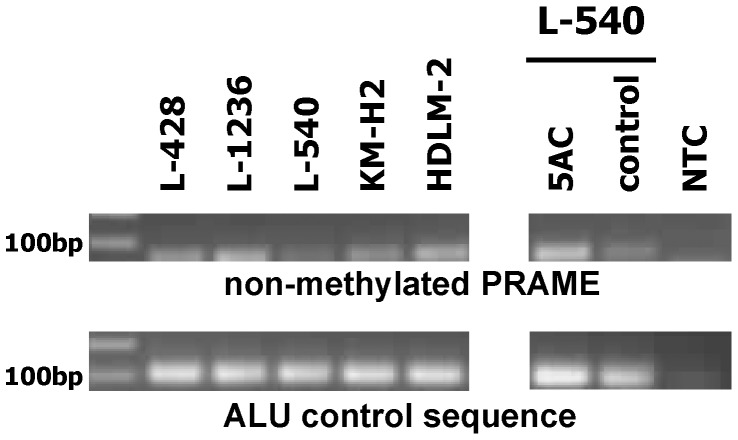
PRAME methylation status of HL cell lines. Presented is a representative methylation specific PCR with bisulfite treated DNA from HL cell lines. In the upper panel a PCR with specific primers for the non-methylated PRAME gene is presented. In the lower panel a PCR with specific primers for the ALU repetitive sequence is shown. The ALU sequence was used as control. The PCR was also performed with DNA from L-540 cells, which were treated with medium (control) and 5 µM 5AC for two weeks. Reactions without DNA template (NTC) were used as controls.

**Figure 2:**
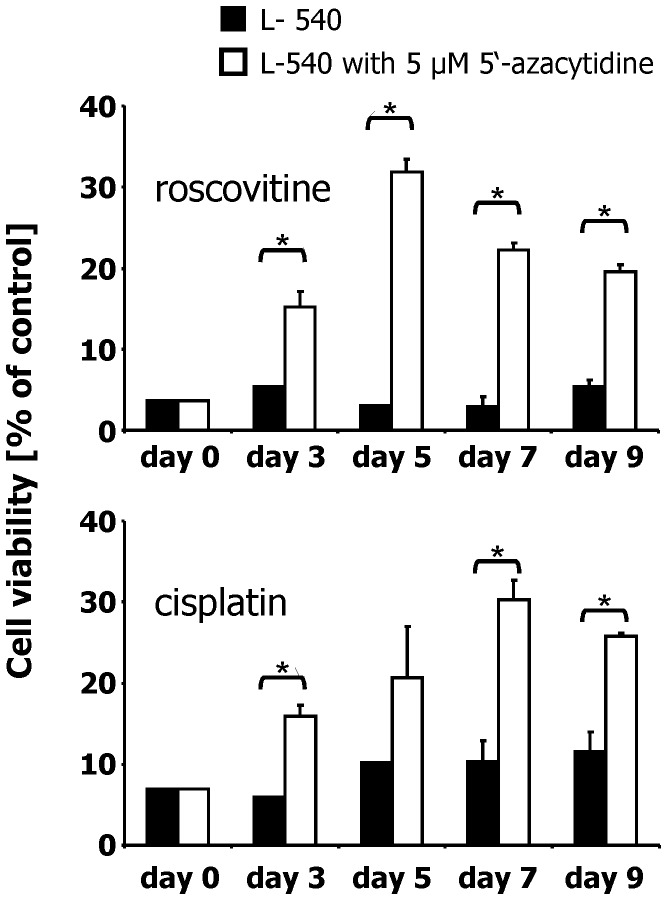
Increased sensitivity for cisplatin and roscovitin after incubation of HL cells with 5′-azacytidine. Cells of the HL cell line L-540 were incubated with 5′-azacytidine or medium. Thereafter, cells were treated with 25 µg/mL cisplatin or 60 µM roscovitin. The viability was assessed by propidium iodide staining. The number of living cells in the samples without drugs was set as 100%. Presented are means and standard errors from triplicate determinations. Asterisks indicate significance (p<0.05; Students t test).

### Knock-down of PRAME Increases Sensitivity of HL Cells for Retinoic Acid and Cytotoxic Drugs

It is known from other tumor models that PRAME inhibits the retinoic acid (RA) receptor [18]. In order to investigate the influence of PRAME on RA signaling in HL cells, we transfected cells of the HL cell line L-428 with a vector allowing knock-down of PRAME expression. L-428 cells express high amounts of PRAME and are resistant against RA (Figure S4). Suppression of PRAME was tested by qRT-PCR (Figure 3). Expression of PRAME in the transfected cells was 66% lower than in the control cells. The viability of the EmGFP positive cells was not decreased in PRAME knock-down cells (Figure S5). We incubated cells with low PRAME expression and control cells for 4 days with 2.5×10^−4^ M all-trans RA. Thereafter, viability was assessed by propidium iodide staining. As seen in Figure 3 and Figure S5, cells transfected with the control vector showed a viability of 90% whereas the cells with PRAME knock-down had a viability of only 61.45%. As a control we also incubated L-540 cells with ATRA. These cells express only low levels of PRAME (Figure S4) and showed the lowest viability (Figure 3).

**Figure 3:**
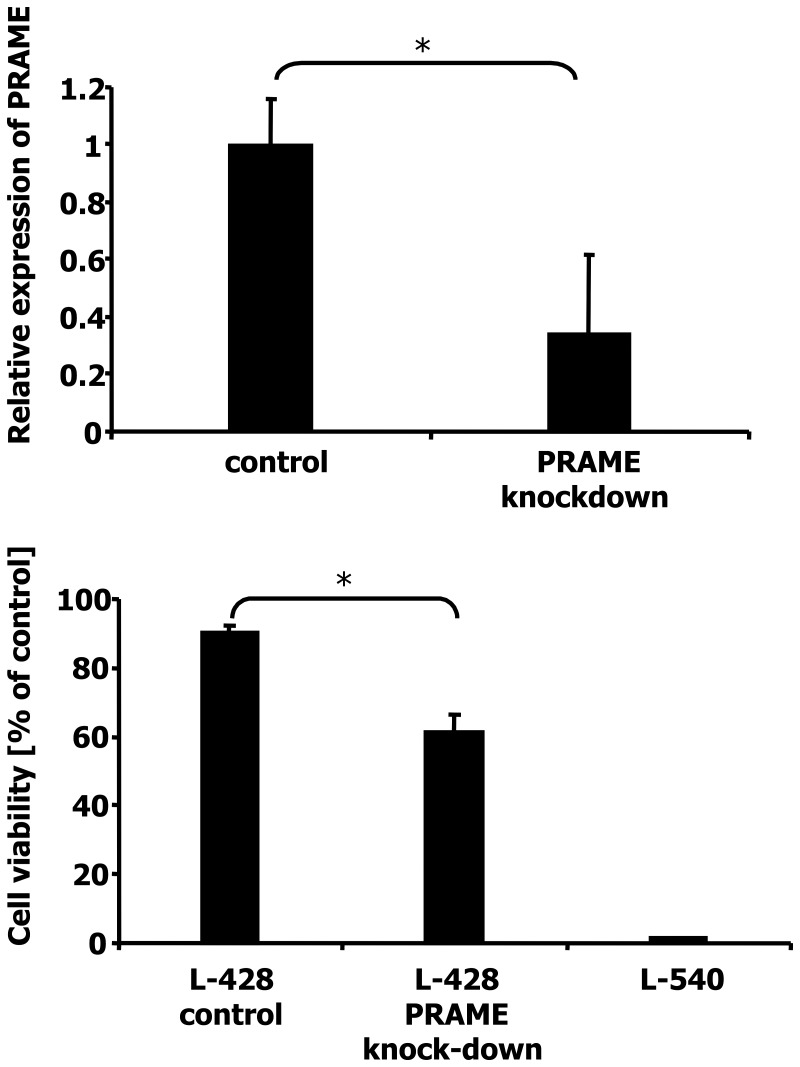
Knock-down of PRAME and increased sensitivity for retinoic acid. A) Expression of PRAME was analyzed in HL cell line L-428 by qRT-PCR. The control cells were transfected with the empty vector, whereas the other cells were transfected with a vector allowing suppression of PRAME by RNA interference. Presented are means and standard errors from six/eleven determinations. For comparative analysis, the mean of L-428 cells with the empty vector was set as 1. B) Cells of the HL cell line L-428 with empty vector, L-428 cells after knock-down of PRAME, and the HL cell line L-540 were incubated with 2.5×10^−4^ M ATRA or DMSO. After four days the viability was assessed by propidium iodide staining. The number of living cells in the samples with DMSO was set as 100%. Presented are means and standard errors from triplicate determinations. Asterisks indicate significance (p<0.05; Students t test).

These data suggested that knock-down of PRAME increased the sensitivity for retinoic acid signaling. We analyzed the influence of PRAME on expression of RA target genes. We treated cells with knock-down of PRAME and cells with the control vector with 2.5×10^−4^ M all-trans RA. After four days we harvested the cells, isolated RNA and analyzed expression of the cytochrome P450 family member 26B1 (CYP26B1). CYP26B1 is involved in the metabolism of retinoic acid and a target of retinoic acid signaling [28]. As shown in Figure 4, expression of CYP26B1 increased after RA treatment. Control cells incubated with all-trans RA expressed 63.7 times higher levels of CYP26B1 than untreated cells. Cells with PRAME knock-down expressed 222 times higher levels, indicating that suppression of PRAME resulted in increased RA signaling.

**Figure 4:**
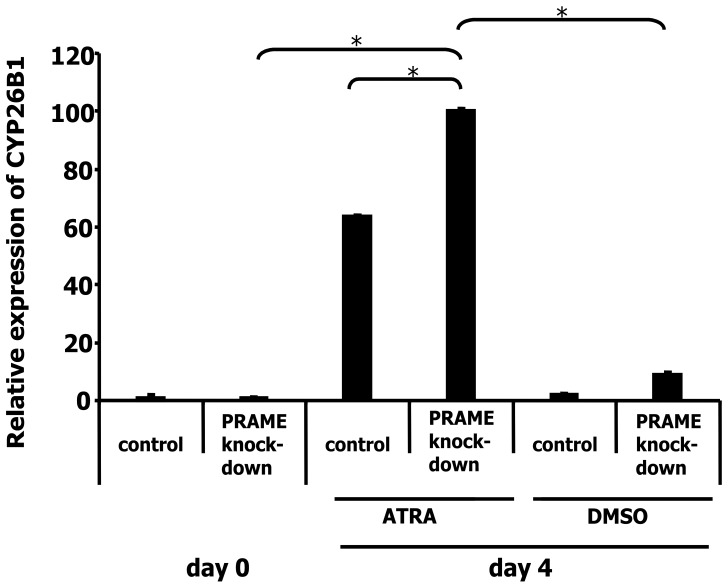
Increased induction of CYP26B1 in L-428 cells after knock-down of PRAME. Expression of CYP26B1 was analyzed in HL cell line L-428 with and without knock-down of PRAME by qRT-PCR. Cells were treated with ATRA or DMSO for four days. Presented are means and standard errors from six/eleven determinations. For comparative analysis, the means of cells on day zero was set as 1. Asterisks indicate significance (p<0.05; Students t test).

We asked whether PRAME knock-down influences the sensitivity for other drugs. We incubated cells with PRAME knock-down and control cells for 24 hours with 25 µg/mL cisplatin. As shown in Figure 5, the knock-down of PRAME led to an increased sensitivity for cisplatin. Cells with the control vector showed a viability of 87.8% whereas cells with PRAME knock-down show a viability of only 69%. Similar results were obtained when we treated the transfected cells with etoposide (Figure S6). Pre-incubation with RA further increases the sensitivity of cells with PRAME knock-down. Cells pre-incubated with DMSO (control) showed the same viability as cells treated with cisplatin alone. Cells pre-incubated with all-trans RA and than treated with cisplatin showed a decreased viability (Figure 5).

**Figure 5:**
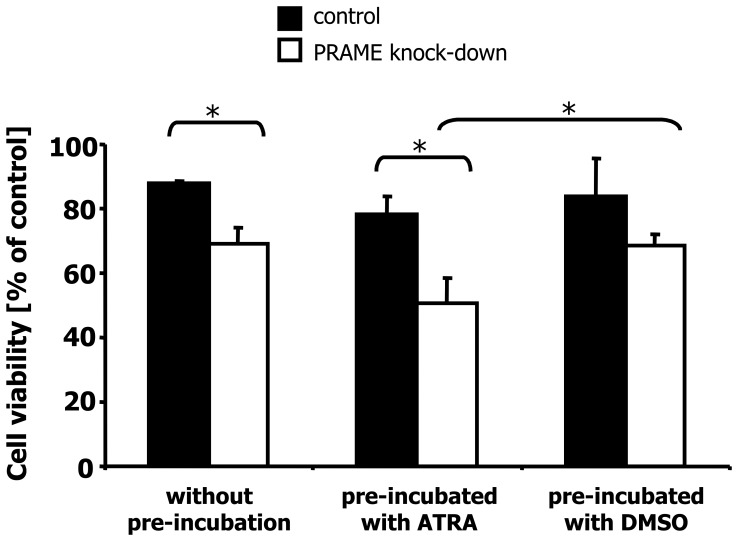
Knock-down of PRAME increased sensitivity for cisplatin and ATRA. Cells of the HL cell line L-428 after PRAME knock-down or transfection with control vector were treated for 24 hours with 25 µg/mL cisplatin. Cells were pre-incubated for four days with ATRA or DMSO and then treated for 24 hours with cisplatin. The viability was assessed by propidium iodide staining. In the experiments without pre-incubation, the number of living cells in the samples without cisplatin was set as 100%. In the experiments with pre-incubation, the number of living cells in the control cells with DMSO without cisplatin was set as 100%. Presented are means and standard errors from quadruplicate determination. Asterisks indicate significance (p<0.05; Students t test).

### Identification of PRAME Regulated Genes in HL Cells

We asked which genes might be responsible for the increased sensitivity of L-428 cells after knock-down of PRAME. 

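The gene expression profiles came from 2 Affymetrix HG_U133PLUS2.0 microarrays of L-428 cells, a cell line from a patient with Hodgkin lymphoma. One array was hybridized with RNA from cells with the empty control vector and the other with RNA from stably transfected cells with the vector for RNA interference against PRAME. The signal of the PRAME probe set 204086_at was 2115 in the control cells and 1251 in the knock-down cells. After centering, this was a ratio of 0.57, or a log2 ratio of -0.80. Only 1.5% of the 1000 probe sets with the nearest mean signal had a lower log2 ratio.
Each array held 54675 probe sets, of which 62 were controls. The values analyzed were the deposited MAS5 signal intensities on a linear scale, which the authors had made with expression console 1.1. The mean signal without the highest and lowest 2% of the probe sets was 500.1 on both arrays, so both had been scaled to one level. The median signal was 91.9 for the control cells and 109.9 for the knock-down cells. RMA values and detection calls were not analyzed here. The sample labels and the paper name L-428 cells, whereas the general description of the series names L-540 cells and another microarray type. The number of probe sets is that of the HG_U133PLUS2.0 type.
The signals were set on the log2 scale and the control probe sets were left out. The 27307 probe sets with a mean log2 signal at or above the median (a signal of 97.7) were kept, and the log2 ratios of knock-down over control cells were centered by subtracting their median of 0.045. A gene was represented by its kept probe set with the highest signal, which gave 11794 genes. With 1 array per condition there was no replicate, so no test was performed, and the number of arrays limits the precision. Different probe sets of one gene had a pooled SD of 0.33 on the log2 scale (5840 genes with several kept probe sets), which does not measure the spread between cultures.
The signs of RNA quality were close for both arrays. The ratio of 3' to 5' signal was 0.948 and 1.04 for GAPDH in control and knock-down cells, and 1.14 and 1.17 for ACTB. Of the 8 probe sets for hybridization spikes with a mean signal of at least 1000, 7 were higher on the knock-down array, with a median log2 ratio of 0.26 before centering. The median log2 ratio of the kept probe sets also changed with the signal. It was 0.21 for the 3414 kept probe sets with the lowest signals (97.7 to 136) and -0.088 for the 3413 probe sets with signals between 1362 and 2799.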

In order to identify potential candidate genes we performed a microarray analysis and compared the gene expression profile of L-428 cells that had been transfected with PRAME knock-down vector with the gene expression profile of cells that had been transfected with empty control vector. We found several genes that were differentially expressed in PRAME knock-down cells. 

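Annexin A1 (ANXA1), a phospholipid-binding protein, showed the highest log2 ratio of all measured genes. Its signal was 352 in the control cells and 2348 in the PRAME knock-down cells (6.46-fold higher after centering). The next highest genes were APBA1, an adaptor of the amyloid precursor protein, with signals of 42.0 and 265, the G protein-coupled receptor GPR18 with 83.1 and 506, the homeobox gene ANHX with 55.7 and 264 and the glycosyltransferase GALNT3 with 156 and 699. The lowest ratio of the genes in the annotation was found for the receptor tyrosine kinase PDGFRA, with a signal of 334 in the control cells and 39.4 in the knock-down cells. It was followed by glycogen phosphorylase PYGB with 381 and 49.9, the actin-binding protein XIRP1 with 803 and 136, C2CD2L with 234 and 49.0 and MEGF11 with 219 and 47.6. EGR2, whose probe set has no gene in the annotation, was not ranked. Each of these 10 genes was measured by 1 kept probe set. Where the lower of both signals is below the filter of 97.7, the size and rank of the ratio are not well determined. With an offset of 64 added to the signals the log2 ratios were -2.16 for XIRP1, -2.01 for PYGB, -1.98 for PDGFRA, -1.44 for C2CD2L and -1.38 for MEGF11, and 2.49 for ANXA1, 1.91 for GPR18, 1.75 for GALNT3, 1.59 for APBA1 and 1.41 for ANHX.
Among 5840 genes with at least 2 kept probe sets, 54 were lower and 52 were higher by at least 1.5-fold in every probe set. Among the lowest medians over the probe sets of a gene were those of the MAP kinase phosphatase DUSP4 (log2 ratio -1.74), PM20D2 (-1.46), the integrin ITGA6 (-1.31), the splicing factor PRPF6 (-1.31) and MALT1, a protease of the NF-kB pathway (-1.25). COBLL1 (-1.24), SGSH (-1.21), FAM107B (-1.19) and SHB (-1.13) followed. The highest medians were found for the receptor phosphatase PTPRB (1.54), ERN2 (1.48), aromatase CYP19A1 (1.46), CYP1B1 (1.45), the histone gene H4C8 (1.44), MSL3 (1.43), ASB2, a ubiquitin ligase subunit known to be induced by retinoic acid in myeloid leukemia cells (1.37), the histone gene H2BC5 (1.30), ZFP82 (1.26) and LRRN3 (1.24). The signals of ERN2 (84.0), CYP1B1 (83.4), H4C8 (92.5) and ZFP82 (96.8) in the control cells were below the filter. For the probe set with the highest signal, the offset of 64 lowered the log2 ratio of ERN2 from 1.01 to 0.65, of CYP1B1 to 0.98, of H4C8 to 1.00 and of ZFP82 from 0.88 to 0.58. Each gene named here was measured by 2 or 3 kept probe sets. MALT1 lies on chromosome 18, whose 170 measured genes had a median log2 ratio of -0.31, and PRPF6 and PYGB lie on chromosome 20.
In total, 86 genes were at least 2-fold lower and 204 at least 2-fold higher in the knock-down cells, so that 29.7% of the genes past this threshold were lower. At 1.5-fold, 639 genes were lower and 889 higher. The split at 2-fold depended on the scaling. After subtraction of the trend with signal (loess) it was 108 lower and 134 higher genes (44.6% lower), and after quantile normalization 108 and 139 (43.7% lower). Of the 204 higher genes, 74 had a signal under 200 in both arrays, as had 16 of the 86 lower genes.

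**Figure D1:**
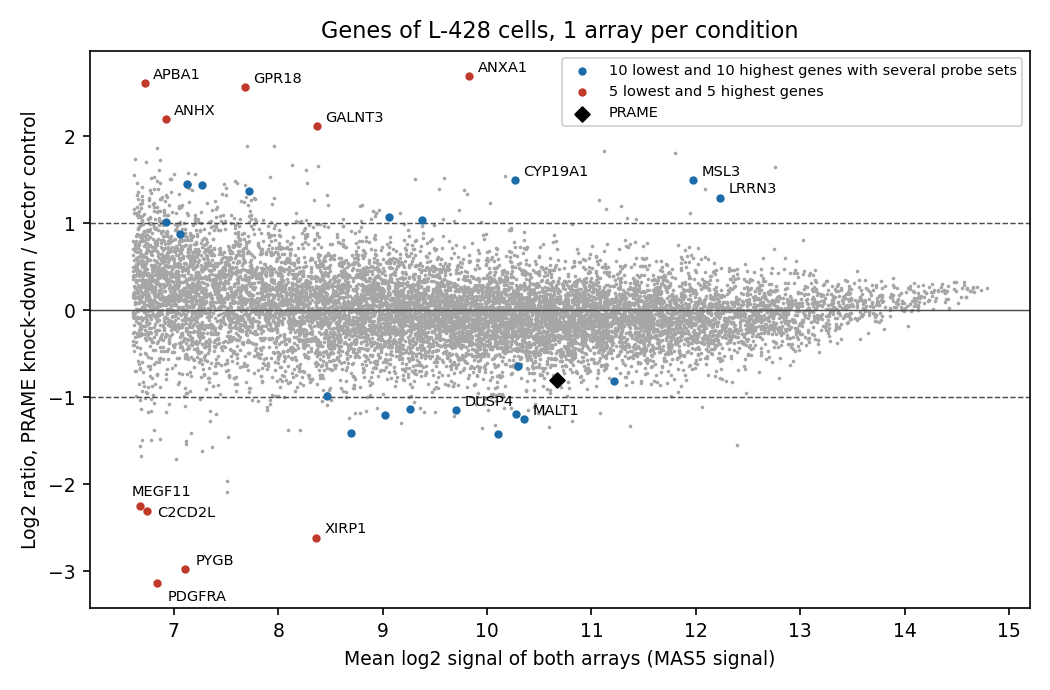
Log2 ratio of PRAME knock-down over vector control against the mean log2 MAS5 signal of both arrays, with 1 grey point per gene (1 array per condition, dashed lines at 2-fold). Red points are the 5 lowest and 5 highest genes, from -3.13 for PDGFRA to 2.69 for ANXA1, blue points the 20 genes with the lowest and highest medians over several probe sets, and the black diamond is PRAME. Each gene is drawn at its probe set with the highest signal.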

Down regulated genes include several genes with known anti-apoptotic function, *e.g*. CD40, B cell leukemia/lymphoma 2 (BCL2), BCL2 like 1 or the interleukin 13 receptor alpha 1. 

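BCL2, the founding inhibitor of mitochondrial apoptosis, was lower in both kept probe sets. The signal of 203685_at was 1234 in the control cells and 549 in the PRAME knock-down cells, which is a log2 ratio of -1.21. The log2 ratio of 203684_s_at was -1.04. BCL2L1, which encodes BCL-xL, was lower in all 3 kept probe sets, with log2 ratios between -0.84 and -0.48 and a signal of 1331 and 819.7 in control and knock-down cells for 215037_s_at. The interleukin 13 receptor chain IL13RA1 was lower in all 4 probe sets, with log2 ratios between -0.81 and -0.40. Its probe set 210904_s_at had a signal of 1428 in the control cells and 847 in the knock-down cells.
The 4 probe sets for CD40, a receptor of the TNF receptor family, differed in direction. The probe set with the highest signal, 35150_at, had a signal of 1850 in the control cells and 1146 in the knock-down cells (log2 ratio -0.74). The probe set with the lowest signal, 222292_at, had a signal of 148 and 242 (log2 ratio 0.66). The median log2 ratio of the 4 probe sets was -0.15, and their range of 1.40 was above that of 95.7% of the 681 other genes with 4 kept probe sets.
Without replicates these ratios could not be set against a spread between cultures. The 2 remaining BCL2 probe sets and 1 BCL2L1 probe set had signals below the filter. BCL2 lies on chromosome 18, whose genes were lower as a group, and BCL2L1 and CD40 lie on chromosome 20, whose 327 measured genes had a median log2 ratio of -0.17. The paper asks which genes might be responsible for the increased drug sensitivity of the knock-down cells and states that genes with known anti-apoptotic function were among those with lower expression.

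**Figure D2:**
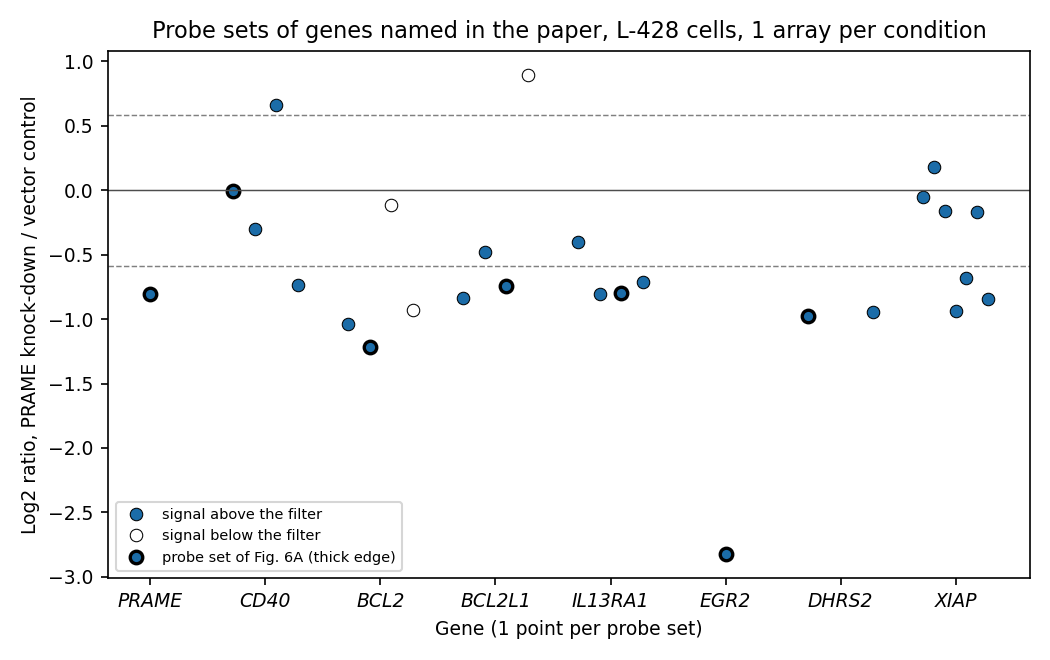
Log2 ratio of PRAME knock-down over vector control for every probe set of 8 genes named in the paper, 1 array per condition. Filled points had signals above the filter, open points below it, thick edges mark the probe sets of Fig. 6A, and dashed lines stand at 1.5-fold. The kept probe sets of BCL2, BCL2L1, IL13RA1 and DHRS2 all lie below 0, whereas those of CD40 range from -0.74 to 0.66.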

From the genes shown in Figure 6, Affymetrix MAS5 detection p values of probesets for CD40 (205153_s_at and 215346_at), BCL2 (203684_s_at), and early growth response 2 (EGR2, 205249_at) increased after knock-down of PRAME. 

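The CD40 probe set 205153_s_at had nearly equal MAS5 signals in both conditions, with 575 in the control cells and 592 in the PRAME knock-down cells, and 54.2% of the 1000 probe sets with the nearest mean signal had a lower log2 ratio. The signal of the CD40 probe set 215346_at was 455 in the control cells and 381 in the knock-down cells (log2 ratio -0.30), a difference below 1.5-fold. The signal of the BCL2 probe set 203684_s_at was 184 in the control cells and 92.3 in the knock-down cells. The largest difference was found for the EGR2 probe set 205249_at, with a signal of 1215 in the control cells and 177 in the knock-down cells. The log2 ratio of 205153_s_at changed its sign with the scaling, from -0.0028 after centering to 0.042 without centering.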

MAS5 Detection calls for CD40 (215346_at) and BCL2 changed from present to marginal (CD40) or marginal to absent (BCL2), respectively. Quantitative PCR proved down-regulation of these genes in PRAME knock-down cells (Figure 6). A significant correlation was found between expression of PRAME and CD40 (p<0.01) and IL13RA1 (p<0.05), respectively.

**Figure 6:**
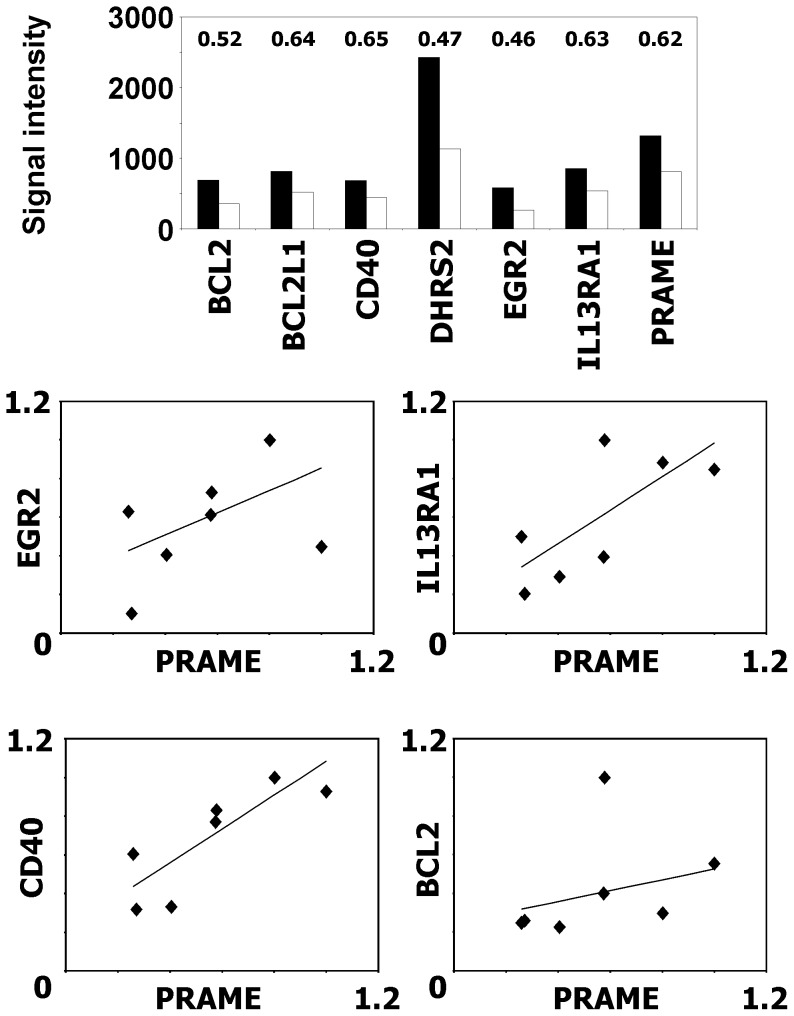
Knock-down of PRAME decreases expression of anti-apoptotic genes. Gene Expression in cells of the HL cell line L-428 after PRAME knock-down or transfection with control vector was analyzed by DNA microarray analysis. A) Presented are RMA normalized signal intensities from representative probe sets (CD40∶205153_s_at, PRAME: 204086_at, EGR2∶205249_at, BCL2∶203685_at, BCL2L1∶215037_s_at IL13RA1∶210904_s_at, DHRS2∶206463_s_at). Numbers indicate fold changes. B) Validation of differentially expressed genes by qRT-PCR. Presented are the relative expression values for four PRAME knock-down samples from three independent time points and three control samples. ACTB was used as housekeeping control and for each gene the expression in the sample with highest expression was set as one.

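The transcription factor EGR2 showed the lowest ratio of the probe sets in Fig. 6A when MAS5 signals were used, with a log2 ratio of -2.82 for 205249_at. After centering, the signal in the PRAME knock-down cells was thus 14.1% of that in the control cells. None of the 1000 probe sets with the nearest mean signal had a lower log2 ratio. This probe set carried no gene name in the annotation used and is named after the paper. DHRS2, a dehydrogenase/reductase, had a signal of 3461 in the control cells and 1816 in the knock-down cells for 206463_s_at (log2 ratio -0.98). The ratios of knock-down over control cells were 0.43 for BCL2 (203685_at), 0.60 for BCL2L1 (215037_s_at), 0.575 for IL13RA1 (210904_s_at) and 0.998 for CD40 (205153_s_at). With an offset of 64 added to the signals, the log2 ratio of EGR2 was -2.45.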

## Discussion

In this study we investigated the effect of PRAME on resistance of HL cells against cytostatic drugs and retinoic acid. We incubated cells with 5′-azacytidine and detected an increased expression of PRAME whereas the sensitivity of the cells for cytostatic drug decreased. Wadelin et al. also showed higher PRAME expression after incubation of cells with 5′-azacytidine [17]. In normal tissues the PRAME gene is hyper-methylated whereas the gene is hypo-methylated in malignant cells [27], [29]–[31]. Our results indicated that epigenetic changes promote high PRAME expression in chemoresistant HL cell lines. However, 5AC treatment is not specific for PRAME and additional targets might be responsible for the increased resistance of L-540 cells after treatment with this drug. Vector-based expression of PRAME in L-540 cells might be a more direct way for studying of PRAME in these cells. Unfortunately, the transfection efficiency for these cells is very low (data not shown) and until now we were not successful in establishing stable transgenic cells.

The sensitivity against cytostatic drugs decreased after treatment with 5AC. Given that in drug-resistant HL cell lines the expression of PRAME is higher than in sensitive cell lines, the results could indicated that the higher expression of PRAME is a reason for the resistance. In chronic myelogenous leukemia the over expression of PRAME is also discussed as factor for drug resistance and in diffuse large B cell lymphomas high expression of PRAME is associated with resistance against cytostatic drugs [32], [33]. When we suppressed PRAME expression using vector-based RNA interference, we observed a higher sensitivity for cytostatic drugs. These data support the assumption that PRAME plays a role in the resistance against cytostatic drugs in HL. All HL cell lines tested by PCR have higher PRAME expression than normal blood cells [19]. DNA microarray data from micro-dissected HL cells indicate expression of PRAME in a large proportion of the tumor cells. In a recently published study [34] PRAME is expressed in 24/29 samples (based on Affymetrix present calls). Interestingly, there seems to be a tendency for better outcome in patients with low expression of PRAME in this data set. However, these differences in survival rates are not statistically significant (data not shown).

PRAME is a repressor of the retinoic acid signaling pathway [18]. We investigated the effect of knock-down of PRAME on this signaling way. The HL cell line L-428 showed an increased sensitivity for all-trans RA after PRAME knock-down. The HL cell line L-540 which express only low amounts of PRAME, is very sensitive for RA. The same behavior was described for PRAME knock-down in human melanoma cells and human breast cancer cells [18]. To show that the RA signaling pathway is functional when PRAME is not expressed, we investigated the expression of CYP26B1. CYP26B1 is a target gene of retinoic acid [28]. The suppression of PRAME resulted in a strong up-regulation of this gene in HL cells. This indicates that PRAME knock-down partially restored the reactability of the cells for retinoic acid. Similarly, reduced expression of PRAME enhances the sensitivity of melanoma cells to retinoic acid [35]. Other studies show that the silencing of PRAME in primary cells increases myeloid differentiation [17].

The combination of RA and cisplatin may be an interesting option for patients with HL. We observed a decreased surviving rate of cells when we incubated them with RA followed by cisplatin. Aebi et al. observed that the combination of RA with cisplatin increased apoptosis of human ovarian adenocarcinoma cells and of squamous head and neck cancer cells [36]. Also for pancreatic adenocarcinoma cells, breast cancer cells and ovarian carcinoma cells the combination of ATRA with cisplatin has enhanced cytotoxic effect [37]–[39]. In the case of HL, such combination might be effective only for tumors with low expression of PRAME.

The function of PRAME expression in HL cells has not been clarified. Despite differences in the expression level between different cell lines, all HL cell lines express PRAME at the RNA level. In our hands, commercially available antibodies against PRAME did not detect PRAME in Western blot or immunofluorescence analysis of HL cells (data not shown). Similar results have been published by other research groups for neuroblastoma [40]. However, immunological data suggest that PRAME is expressed at the protein level in HL cells [20]. Our microarray analysis indicates that PRAME influences several genes in HL. 

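Markers of Hodgkin and Reed-Sternberg cells had a median log2 ratio below 0 in the PRAME knock-down cells. Of 27 measured markers, 17 had a log2 ratio below 0 and 4 were at least 1.5-fold lower, namely CD40, the transcription factor STAT5A (log2 ratio -0.70), the chemokine CCL5 (-0.66) and the fucosyltransferase FUT4, which makes the CD15 antigen (-0.63, with a median of -0.138 over its 2 probe sets). None was at least 1.5-fold higher. After quantile normalization, and after subtraction of the trend with signal, 2 markers were at least 1.5-fold lower. The median log2 ratio of these markers was -0.18, at percentile 1.2 of 10000 random gene lists of the same size and signal, which is outside the middle 95% of these. Without CD40, IL13RA1 and JAK2, which the paper names, the median was -0.16 at percentile 3.1 and no longer stood apart. Target genes of NF-kB, a transcription factor active in HL cells, had a similar median of -0.16, with 6 of 26 genes at least 1.5-fold lower and 1 higher, but at percentile 4.3 they did not stand apart from random lists. Of these 26 genes, 9 are also among the Hodgkin and Reed-Sternberg cell markers, and the 17 others had a median of -0.107 (percentile 16.8). Without CD40 alone the percentile was 9.2. The largest differences among the NF-kB target genes were found for NFKBIZ, with log2 ratios of -1.17 and -0.081 in 2 probe sets, and TNF, which was 2.00-fold lower. After quantile normalization and after subtraction of the trend with signal, all 26 NF-kB target genes lay at percentiles 0.75 and 1.5. Without CD40 they lay at 3.1 and 6.5, inside the random range. As a list, the NF-kB target genes stood apart in 5 of 7 alternatives, not counting that without centering. Among these 5, the setting without a filter measured 29 genes of the list (percentile 1.3). The setting without the endings _s_at, _x_at and _a_at measured 19 (percentile 1.5). With the median of a gene's probe sets the 26 genes lay at percentile 0.53. The list without CD40 was not ranked under the remaining alternatives.
Genes of the JAK-STAT pathway had a median log2 ratio of -0.17 (24 genes, percentile 7.1), with STAT4 higher (1.19) and STAT5B lower (-0.65). Cell cycle genes (38 genes, median -0.061, percentile 35.1) and B cell genes (19 genes, median -0.054, percentile 28.2) did not stand apart. Within the B cell genes, the tetraspanin CD53 was 3.07-fold higher after centering. Its signal was 173 in the control cells and 547 in the knock-down cells. The transcription factor BACH2 was lower, with a signal of 1337 and 689. Immediate early genes went in both directions (23 genes, median 0.022), with the nuclear receptor NR4A1 3.26-fold higher from a low signal of 57.9, the phosphatases DUSP4 and DUSP1 2.21-fold and 1.83-fold lower (DUSP1 with log2 ratios from -0.87 to 0.125 in 3 probe sets) and SPRY4 1.85-fold higher from a signal of 84.9. EGR2 is a member of this list but was not counted, since its probe set has no gene in the annotation. With it the median was 0.0025 (24 genes, percentile 52.6).
Of all 27 gene lists, 4 had a median outside the middle 95% of random lists. With 1 array per condition a percentile describes these arrays only. By chance 1.35 of 27 lists are outside if genes vary independently. Genes of one list may vary together, so this number may be too low. The lists also share genes and are not independent of each other.

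**Figure D3:**
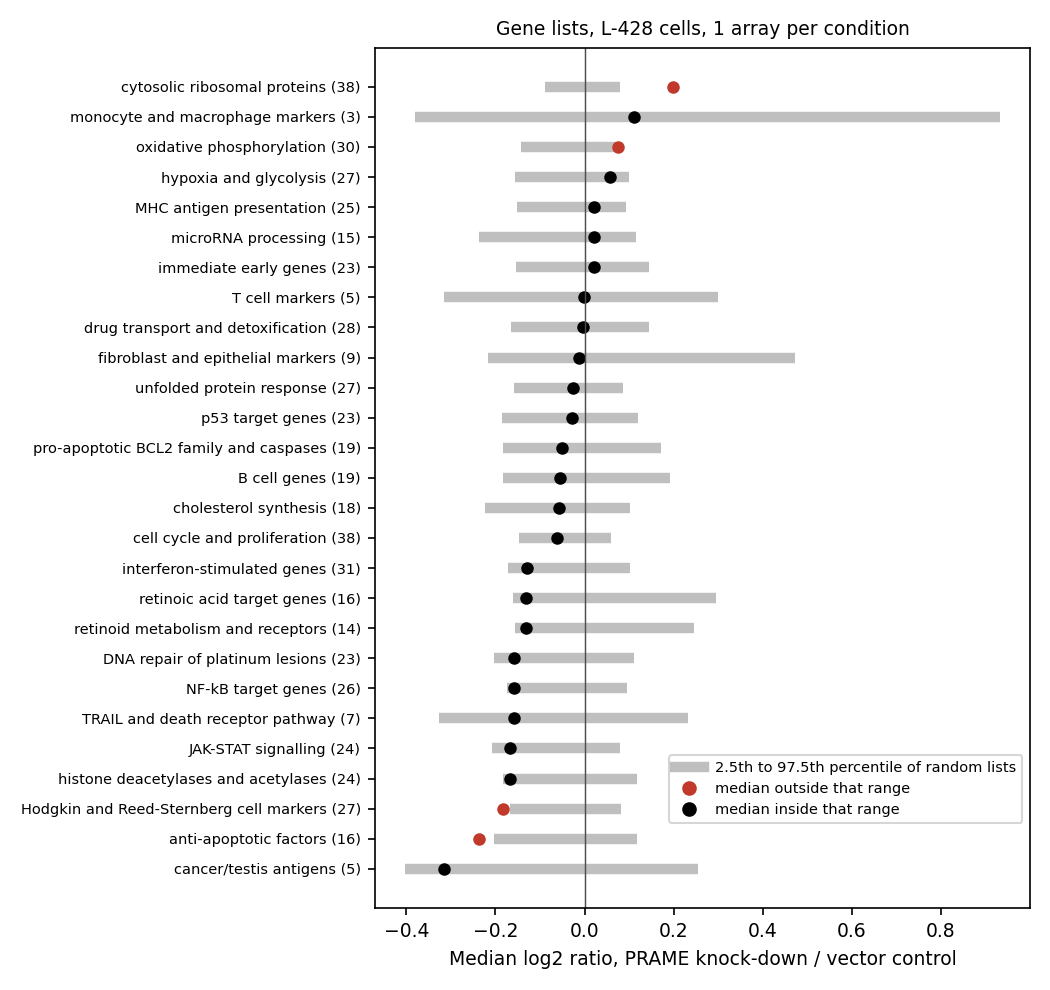
Median log2 ratio of PRAME knock-down over vector control for the 27 gene lists (points, number of measured genes in brackets, 1 array per condition). Grey bars span the middle 95% of 10000 random lists matched on size and signal. The red points, outside the bars, are 2 lists below 0 with medians of -0.24 and -0.18 and 2 lists above 0 with medians of 0.20 and 0.075; quantile normalization brought the latter 2 inside the bars.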

Some of the differentially expressed genes are highly expressed in HL, *e.g.* dehydrogenase/reductase family member 2 (DHRS2). 

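The DHRS2 probe set 214079_at had a signal of 7784 in the control cells. Of the measured genes, 95.9% had a lower signal there, although signals of different probe sets also depend on the probes and do not rank transcript levels. In the PRAME knock-down cells the signal of 214079_at was 4172 (log2 ratio -0.94), and 0.1% of the 1000 probe sets with the nearest mean signal had a lower log2 ratio.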

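XIAP, an inhibitor of caspases, was measured by 7 probe sets. The log2 ratio was below 0 in 6 of them, and 3 were at least 1.5-fold lower in the PRAME knock-down cells. The signal of the XIAP probe set with the highest signal, 228363_at, was 6742 in the control cells and 4340 in the knock-down cells (log2 ratio -0.68). The lowest log2 ratio was -0.93 for 225859_at and the highest 0.18 for 206537_at. The median over the 7 XIAP probe sets was -0.17, so that the difference of this gene depended on the probe set. Of further inhibitors of apoptosis, BCL2L10 had a log2 ratio of -0.56, BAG3 of -0.35, BCL2A1 of -0.28, BAG1 of -0.26, BIRC2 of -0.25 and BCL2L2 of -0.23, all below 1.5-fold. BIRC6, API5 and CFLAR also had log2 ratios below 0. MCL1 (0.14), BIRC5, which encodes survivin (0.070), NAIP (0.17) and FAIM (0.49) had log2 ratios above 0.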

Several other genes (BCL2, BCL2L1, XIAP, CD40) have been described as apoptosis inhibiting factors. In our earlier work we observed expression of the anti-apoptotic BCL-xL isoform of BCL2L1 especially in chemo-resistant cells [5]. Recently, a link between expression of BCL-xL and janus kinase 2 (JAK2) expression in HL has been established [41]. In this study, low expression of microRNA 135a was shown to be a predictor of shorter disease free survival and relapse probability. By targeting JAK2, this micro-RNA indirectly down-regulates BCL-xL. Another interesting differentially expressed gene is CD40. The interaction between CD40 and CD40 ligand delivers an anti-apoptotic signal for HL cells by up-regulation of BCL-xL [42]. It seems unlikely that CD40 is responsible for resistance of HL cells in our *in vitro* model, because there is no CD40 ligand present. On the other side, one function of PRAME *in vivo* might be the induction of a phenotype that can respond to anti-apoptotic signals like CD40 ligand.

The pro-apoptotic or anti-apoptotic activity of DHRS2 as well as early growth response 2 (EGR2) seems to be dependent on the cellular context. For both factors anti-apoptotic effects have been described [43], [44].

In contrast to other models [45] we observed no correlation between PRAME and TRAIL in our HL model (Figure S6). Microarray data from chronic myeloid leukemia (CML) samples [46] indicate up-regulation of PRAME and concomitant down-regulation of TRAIL in CML cells in comparison to normal cells. In our analysis of HL associated gene expression profiles [5], [19], [47] we observed up-regulation of PRAME but TRAIL was not differentially expressed. The link between TRAIL and PRAME might be cell type specific. On the other hand, DNA microarray data from CML [46] suggest that, in addition to PRAME, other factors must be necessary for down-regulation of TRAIL because not all CML samples express high amount of PRAME and in-between the CML samples there is no clear correlation between PRAME and TRAIL.

In the future, the targets of retinoic acid signaling that are inhibited by PRAME in HL cells have also to be defined, *e.g.* by microarray analysis of RA treated HL cells. We used this approach successfully for the identification of RA induced genes in a neuroblastoma model [48]. With the exception of CYP26B1, we did not detect increased expression of analyzed RA target genes that we had identified in the neuroblastoma model in HL cells, indicating cell type specificity of these targets (Figure S7). The differences in the phenotype (and probably differences in the cellular origin) of different HL cell lines invites further investigations about RA induced genes in these cell lines.

Taken together, targeting of PRAME may be an interesting aspect for new therapy options for patients with HL. 

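Anti-apoptotic factors had a median log2 ratio below 0 in the PRAME knock-down cells. Of 16 measured genes, 12 had a log2 ratio below 0. BCL2 and XIAP were at least 1.5-fold lower and no gene was at least 1.5-fold higher. The median log2 ratio was -0.24, at percentile 1.1 of the random gene lists. This list holds BCL2, BCL2L1 and XIAP, which the paper named from these arrays, so its direction is not independent of that choice. The 13 other genes had a median of -0.14 at percentile 11.9, which did not stand apart, and none of them was at least 1.5-fold lower or higher. With the median of a gene's probe sets in place of its probe set with the highest signal, the whole list lay at percentile 4.99 and did not stand apart either.
Pro-apoptotic members of the BCL2 family and caspases did not stand apart as a group (19 genes, median log2 ratio -0.051, percentile 30.2). The BH3-only gene BCL2L11, which encodes BIM, was 2.26-fold lower (log2 ratios from -1.18 to -0.075 in 6 probe sets) and BAX 1.54-fold lower (log2 ratio -0.55 as the median of 2 probe sets), whereas BIK was higher (log2 ratio 0.68) from a signal of 76.9. Target genes of p53 went in both directions (23 genes, median -0.029, percentile 49.4). Among them CDKN1A was 1.67-fold, BAX 1.54-fold and PPM1D 1.54-fold lower, and TP53INP1 was 1.54-fold higher. PHLDA3 was 1.81-fold higher, from a signal of 77.2 in the control cells that was below the filter. None of the 23 measured genes for the repair of platinum lesions differed by 1.5-fold (median -0.16, percentile 7.6). The list of drug transport and detoxification had a median of -0.0043 (28 genes, percentile 52.3), with the metallothionein MT2A 1.70-fold higher. SLC31A2 was 1.73-fold higher, from a signal of 89.9 in the control cells that was below the filter. Glutathione synthetase GSS was 1.54-fold lower in 1 of 2 probe sets, with a log2 ratio of 0.014 in the other. The list also counts the topoisomerases TOP2A (log2 ratio -0.040) and TOP2B (0.27), which are not genes of transport or detoxification.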

The down-regulation of several anti-apoptotic factors in L-428 cells after knock-down of PRAME suggests that PRAME-inhibited cells might be more sensitive for a wide range of drugs with different apoptosis inducing mechanisms. In agreement with this hypothesis, we observed altered sensitivity of our cells not only for cisplatin and etoposide but also for other small molecules like roscovitine (Figure 2). The combination of chemotherapeutics with other drugs, *e.g.* HDAC inhibitors like vorinostat [49], might further increase this effect. Indeed, we observed increased cells death of PRAME knock-down cells after incubation with cisplatin and vorinostat (Figure S8) but in our experiments these differences were not statistically significant. Our data might also have some implications for the immunological targeting of PRAME in HL [19], [20] because immune selection of antigen loss variants might concomitantly increase the sensitivity of these variants for chemotherapy [50].

## Supporting Information

Figure S1 **Increased expression of PRAME in HL cells after treatment with 5′-azacytidine.** Expression of PRAME was analyzed in HL cell line L-540 by qRT-PCR. Cells were treated with 5′-azacytidine or medium for the indicated time. Presented are means and standard error from triplicate determinations. For comparative analysis, the mean of medium-treated L-540 cells was set as 1. Asterisks indicate significance (p<0.05; Students t test).
(TIF) Click here for additional data file.

Figure S2 **Increased sensitivity for cisplatin and roscovitin after incubation of HL cells with 5′-azacytidine.** Cells of the HL cell line L-540 were incubated with 5′-azacytidine or medium. Thereafter, cells were treated with 25 µg/mL cisplatin (CDDP) or 60 µM roscovitin (ROSC) or the same concentrations DMF or DMSO. The viability was assessed by propidium iodide staining. Presented are percentages of living cells from three experiments.
(TIF) Click here for additional data file.

Figure S3 **5′-azacytidine treatment has no effect on roscovitin sensitivity of HDML-2 cells.** Cells of the HL cell line HDLM-2 were incubated for 5 days with 5′-azacytidine or medium. Thereafter, cells were treated with roscovitin. The viability was assessed by propidium iodide staining. The number of living cells in the samples without drugs was set as 100%. Presented are means and standard errors from three experiments.
(TIF) Click here for additional data file.

Figure S4 **L-428 cells express PRAME and are resistant against retinoic acid.** A) Expression of PRAME in the indicated cell lines was assessed by quantitative RT-PCR. For comparative analysis, expression in cell line L-428 was set as one. ACTB was used as housekeeping control. B) Sensitivity of indicated cell lines for RA was assessed by XTT assay. Presented are means and standard errors from five experiments. Asterisks indicate significance (p<0.05; Students t test).
(TIF) Click here for additional data file.

Figure S5 **L-428 cells express PRAME and are resistant against retinoic acid.** Cells of the HL cell line L-428 with empty vector control (left) or L-428 cells after knock-down of PRAME (right) were incubated with 2.5×10^−4^ M ATRA or DMSO. Viability was assessed in emGFP positive cells by propidium iodide staining.
(TIF) Click here for additional data file.

Figure S6 **Knock-down of PRAME increases sensitivity for etoposide.** Cells of the HL cell line L-428 after PRAME knock-down or transfection with control vector were treated for 24 hours with 25 µg/mL etoposide. The viability was assessed by propidium iodide staining. The number of living cells in the samples without etoposide was set as 100%. Presented are means and standard errors from six experiments. Asterisks indicate significance (p<0.05; Students t test).
(TIF) Click here for additional data file.

Figure S7 **Expression of TRAIL and other potential targets after knock-down of PRAME.** Cells of the HL cell line L-428 after PRAME knock-down or transfection with control vector were analyzed by quantitative RT-PCR (upper panel). In addition, cells were incubated with 2.5×10^−4^ M ATRA or DMSO and expression of the indicated gene were again tested by qRT-PCR (lower panel). For comparative analysis expression in control cells without RA were set as one and ACTB was used as housekeeping control. Presented are means and standard errors from three experiments.
(TIF) Click here for additional data file.

Figure S8 **HDAC inhibition and PRAME knock-down in L-428 cells.** Cells of the HL cell line L-428 after PRAME knock-down or transfection with control vector were treated for 24 hours with 25 µg/mL cisplatin. Cells were pre-incubated with vorinostat or DMSO. The viability was assessed by propidium iodide staining. The number of living cells in the control cells with DMSO without cisplatin was set as 100%.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

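Gene expression was measured in L-428 cells with the empty control vector and in L-428 cells with the PRAME knock-down vector, with 1 Affymetrix HG_U133PLUS2.0 array for each condition. The authors processed the arrays with expression console 1.1 and deposited MAS5 signal intensities on a linear scale, one value for each of 54675 probe sets and array. MAS5 subtracts a background and combines the probe pairs of a probe set into 1 signal. The authors' scaling brought the mean of both arrays, without the highest and lowest 2% of values, to 500.1. The RMA values of Fig. 6A and the detection p values and calls of the paper were not analyzed here. Dates and batches of hybridization are not given in the sources used here.

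From the deposited signals the following was computed. The 62 control probe sets were left out of all results on genes and were used only for the signs of RNA quality and hybridization. Signals were set on the log2 scale without an offset. Probe sets with a mean log2 signal at or above the median of all probe sets were kept (27307 probe sets), and the log2 ratios of knock-down over control cells were centered on the median of the kept probe sets (0.045 was subtracted). Gene names came from the platform annotation. It gave 1 gene symbol for 41097 probe sets, several for 1801 and none for 11777, and only probe sets with 1 symbol were used for genes. Of the 41097 probe sets, 41043 were found in the RefSeq gene table of GRCh38.p14. The array annotation used names no genome build, so no coordinates are given, and this table was used only for names, for the chromosome and order of genes and for their relative length. A gene was represented by its kept probe set with the highest mean signal (11794 genes). Probe set 205249_at has no gene in the annotation and is named EGR2 after the paper.

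There is 1 array per condition, so no test, p-value or SD between replicates is given, and differences were described by fixed thresholds of 2-fold and 1.5-fold. The log2 ratio of a probe set was ranked among the 1000 probe sets nearest in mean log2 signal. For each of 27 gene lists, the median log2 ratio was ranked among 10000 random lists of the same size, matched on 10 bins of mean log2 signal, and a list stands apart at or below percentile 2.5 or at or above 97.5. The same was done for the genes of each autosome and chromosome X, and with 2000 random lists for blocks of 50 neighbouring genes and for the chromosomes under the alternatives. The gene lists, the thresholds, the main setting and the alternatives were fixed before the data were examined. Genes named in the text are those the paper names for these cells, the 10 lowest and 10 highest among genes with at least 2 kept probe sets that all differ in one direction by at least 1.5-fold, the 5 lowest and 5 highest of all genes, and up to 4 members with the largest differences of each list described. Further members of the anti-apoptotic list, RDH13, SPA17 and the genes said to fall outside the name of their list were named after their values were seen. Of the 10 lowest genes with several probe sets, 1 is not reported here.

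The scripts were tested on simulated data. For simulated lists of 20 genes drawn from 11794 genes, 2.0% of 200 lists without a shift fell at or below percentile 2.5. Of lists lowered by 0.2 and 0.4 on the log2 scale, 65.0% and 100% did so. Lists drawn at random fall there at about this rate by construction. The 2.0% therefore checks the computation only, not how often lists of genes that vary together fall there. In 2 simulated arrays with 200 changed genes and a noise SD of 0.25, the 2-fold threshold was passed by 105 of the genes changed by 2-fold and by 199 of those changed by 3-fold, and by at most 1 unchanged gene. At the 1.5-fold threshold, 225, 241 and 221 unchanged genes passed in the simulations with changes of 1.5-fold, 2-fold and 3-fold. On the arrays themselves the log2 ratios had SDs from 0.27 at high to 0.54 at low signals, which include real differences. The counts of unchanged genes may therefore be too low for these arrays.

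The alternatives were the signals without centering, quantile normalization, subtraction of a loess curve of the log2 ratio against the signal (span 0.4), an offset of 64 before the log2 scale, no filter, a filter at the 75th percentile, the median over the probe sets of a gene, and probe sets without the endings _s_at, _x_at and _a_at. Transcript sequences were not used here, so a search for transcripts with matches to the seed of the artificial microRNA was not made. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.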

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

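Several results lie in genes that the paper does not discuss. The tests of gene length and of the range over the CD40 probe sets were set after the patterns but before their own results were seen, and the other tests in this part were chosen after the result was seen. Because each condition is 1 stably selected line and 1 array, an effect of the knock-down itself stays open, as untested, for each pattern.

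The genes of chromosome 18, which carries BCL2 and MALT1, were lower together in the PRAME knock-down cells, with a median log2 ratio of -0.31 over 170 genes, the lowest median of the 23 chromosomes measured. A difference of the signal between arrays is argued against by the median of -0.30 that remained after the trend with signal was subtracted, and gene length by a percentile of 0 among random lists matched on gene length and signal. A candidate explanation is a difference in copy number of the whole chromosome between the transfected lines, which needs a shift along its length. Of its genes, 78.2% were below 0. All 4 of its consecutive blocks of genes lay below percentile 2.5, with medians of -0.22, -0.37, -0.36 and -0.15. A copy number difference of the whole chromosome stays a hypothesis, because any other cause of a shift along it would give these values too. No DNA was measured, and base composition was not tested. Also, 17 of 23 chromosomes had medians outside the random range (chromosomes 5, 20 and 21 at -0.16, -0.17 and -0.17). BCL2 lay -2.72 pooled probe set SDs, or -2.12 SDs of the chromosome's genes, from the chromosome's median. Whether the shift accounts for this gene stays open, because the paper picked it as lower on these arrays, which give no spread between cultures. The paper also reports lower BCL2 expression by quantitative PCR, which was not analyzed here.

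Ribosomal protein genes were higher in the knock-down cells, with a median log2 ratio of 0.20 over 38 genes, of which 37 were above 0. Of these genes, 37 have signals above the filter at the 75th percentile, and the hybridization spikes of high signal, which are added to the samples and are not made by the cells, had a median of 0.26 before centering. Quantile normalization brought the median of the ribosomal protein genes to 0.0098 (percentile 58.8), and random lists from bins of 100 genes of nearest signal had a median of 0.16 with the ribosomal protein genes in the bins and of 0.146 without them, against which the list lay at percentiles 85.6 and 93.3. Subtraction of the smoothed trend with signal left them at 0.12 (percentile 99.9), and with random lists matched on 10 bins of signal they stood apart in 6 of 7 alternatives, not counting that without centering, which cannot change a percentile. A response of the array or scanner at high signals is a possible explanation, and a change in the cells stays open. Genes of oxidative phosphorylation had a median of 0.075 (30 genes, percentile 97.9), which was at percentile 86.9 after subtraction of the trend with signal and at 65.2 after quantile normalization.

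The CD40 probe sets differ in direction. Their range is large, but not beyond that of other genes with 4 kept probe sets (percentile 95.7), and 222292_at, with the highest log2 ratio, had the lowest signal of the 4, at percentile 61.8 of all probe sets, where signals spread more. Spread between probe sets is therefore a possible explanation. Whether the probe sets detect different CD40 transcripts was not tested.

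Hodgkin and Reed-Sternberg cell markers had a median log2 ratio of -0.18, outside the random range, but inside it without the genes the paper names (-0.16, percentile 3.06). Single genes with large differences that the paper does not discuss were DUSP4 (median of 3 probe sets -1.74), PTPRB (median of 2 probe sets 1.54), PDGFRA (-3.13) and ANXA1 (2.69). With an offset of 64, PDGFRA had a log2 ratio of -1.98.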

How the results depend on the processing

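No paired analysis was possible because there was 1 array per condition, and no array could be left out. Of the alternatives, only the added lists without the genes the paper names or with EGR2, the added NF-kB target genes without shared markers and the added matching of random lists were chosen after the results were seen. All 28 alternative values of the probe sets in Fig. 6A kept within the pooled probe set SD of 0.33, except EGR2 with an offset of 64 (-2.45). Of 317 alternative values of the genes the paper names and the lowest and highest genes, 291 moved by less than this SD. None of these genes with a difference of at least 1.5-fold changed its sign. Leaving out centering, no filter and the filter at the 75th percentile shift every log2 ratio by a constant smaller than this SD. Values under these settings could not move by more. The 26 that did came from the median of a gene's probe sets (9), the offset of 64 (12) and the probe sets without the endings (5). Of the named members of the gene lists, 684 values moved by less than this SD, 17 by more, and 3 members with a difference of at least 1.5-fold changed their sign, CIITA with the median of its probe sets (0.018), and GSS (0.014) and RPL14 (-0.71) without the endings _s_at, _x_at and _a_at, where other probe sets stand for these genes. CD40 had -0.15 and XIAP -0.17 with the median of their probe sets. The spread of low signals limits the rest. Without a filter 971 genes were at least 2-fold lower and 1861 higher, and 2331 and 3480 at 1.5-fold, and with the filter at the 75th percentile 31 and 36 at 2-fold and 273 and 254 at 1.5-fold, where fewer genes are measured. With the offset of 64, 51 genes were lower and 57 higher at 2-fold, and 476 were higher at 1.5-fold. After subtraction of the loess curve 134 genes were higher at 2-fold.

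Without a filter the subtracted median was higher by 0.095, which lowers every log2 ratio by this amount. The medians of the lists were then anti-apoptotic factors -0.33, pro-apoptotic BCL2 family and caspases -0.15, TRAIL and death receptor pathway 0.066, Hodgkin and Reed-Sternberg cell markers -0.25, NF-kB target genes -0.28, interferon-stimulated genes -0.22, MHC antigen presentation -0.073, cell cycle and proliferation -0.16, p53 target genes -0.11, DNA repair of platinum lesions -0.25, drug transport and detoxification -0.13, immediate early genes -0.073, JAK-STAT signalling -0.26, unfolded protein response -0.12, cholesterol synthesis -0.15, cancer/testis antigens 0.086, microRNA processing -0.073, cytosolic ribosomal proteins 0.10, oxidative phosphorylation -0.020 and histone deacetylases and acetylases -0.25. Genes of oxidative phosphorylation thus changed their sign here and without the endings _s_at, _x_at and _a_at, where fewer probe sets stand for a gene. There the medians were anti-apoptotic factors -0.46, pro-apoptotic BCL2 family and caspases 0.048, retinoid metabolism and receptors 0.13, Hodgkin and Reed-Sternberg cell markers -0.28, NF-kB target genes -0.24, T cell markers -0.27, monocyte and macrophage markers 0.98, interferon-stimulated genes -0.22, immediate early genes -0.16, JAK-STAT signalling -0.31, unfolded protein response -0.14, cytosolic ribosomal proteins 0.14 and oxidative phosphorylation -0.040. With the filter at the 75th percentile they were fibroblast and epithelial markers -0.46, MHC antigen presentation 0.089, cell cycle and proliferation 0.0048, immediate early genes -0.11, cytosolic ribosomal proteins 0.26 and oxidative phosphorylation 0.13. With the median of a gene's probe sets they were retinoid metabolism and receptors 0.10, T cell markers -0.24 and interferon-stimulated genes -0.0079, after quantile normalization cholesterol synthesis 0.027, cytosolic ribosomal proteins 0.010 and oxidative phosphorylation 0.016, after subtraction of the loess curve cholesterol synthesis 0.026 and cytosolic ribosomal proteins 0.12, and without centering 0.24 for the ribosomal proteins. Apart from the named constructions, the cause was not tested. Chromosome 18 had a median of -0.22 without a filter, -0.27 with the median of a gene's probe sets, -0.27 without centering and -0.36 in the block of 50 genes around BCL2. Without the genes the paper names, the anti-apoptotic factors had a median of -0.14 and the 4 other cancer/testis antigens of -0.061. The 4 other genes of the TRAIL and death receptor pathway had a median of -0.33 at percentile 3.44, inside the random range. They lay outside it after quantile normalization (1.6) and after subtraction of the trend with signal (1.88). The setting without centering shifts all genes alike and cannot change a percentile. Of the other 7 alternatives listed in the processing summary, the anti-apoptotic factors stood apart from random lists in 6 (percentiles 0 to 4.99), the Hodgkin and Reed-Sternberg cell markers in 6 (0.16 to 2.95) and the NF-kB target genes in 5 (0.53 to 4.72). Retinoid metabolism and interferon-stimulated genes stood apart in 2 each, and JAK-STAT signalling and histone deacetylases and acetylases in 1 each, though not in the main setting. The monocyte and macrophage markers and the fibroblast and epithelial markers were not measured under 1 alternative each. The search for seed matches was not run.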

Differences from the paper's values

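The paper's Fig. 6A prints fold changes of RMA values, whereas the ratios here come from MAS5 signals. For 5 of its 7 probe sets (PRAME, BCL2, BCL2L1, IL13RA1 and DHRS2) both were within 1.5 times of each other.

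For the CD40 probe set 205153_s_at, the paper's ratio of knock-down over control cells is about 0.65 in Fig. 6, read by eye, and the ratio here was 0.998. The value here was 1.03 without centering, 1.02 after quantile normalization and 1.02 after subtraction of the trend with signal, and 0.999 with an offset of 64, so that none of these alternatives, set before the data were examined, came within 1.5 times of the paper's value. The paper counts CD40 among the genes with lower expression. The MAS5 signals of this probe set did not show it, while 35150_at was lower (0.60). The paper also reports lower CD40 expression by quantitative PCR and a significant correlation of CD40 with PRAME, which were not analyzed here.

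For the EGR2 probe set 205249_at, the paper's ratio is about 0.46 in Fig. 6, read by eye, and the ratio here was 0.141. The value here was 0.146 without centering, 0.141 after quantile normalization, 0.143 after subtraction of the trend with signal and 0.184 with an offset of 64, and none of these alternatives came within 1.5 times of the paper's value. The direction is the same as in the paper.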

Other observations

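Genes of retinoic acid signaling included higher and lower genes in these cells, for which no treatment with retinoic acid is given. Of 16 measured target genes of retinoic acid, 2 were at least 1.5-fold higher, RARB (signal 88.7 in the control cells and 159.8 in the knock-down cells) and CRABP2 (93.7 and 166), and CYP26A1 was lower (125 and 85.4). In each of these 3 genes 1 of both signals was below the filter of 97.7, and with an offset of 64 none of them differed by 1.5-fold (log2 ratios of 0.51, 0.51 and -0.38). The median log2 ratio of the list was -0.13 at percentile 4.4. The list of retinoid metabolism and receptors had a median of -0.13 as well (14 genes, percentile 4.1). DHRS9 was 2.43-fold higher from a signal of 74.5, and DHRS2 and RDH13 (log2 ratio -0.61) were lower. With the median of a gene's probe sets, DHRS2 (-0.96) was the only member at least 1.5-fold lower. The list also counts EZH2 (log2 ratio -0.37), which is neither a gene of retinoid metabolism nor a receptor. This list lay at percentile 2.02 after quantile normalization and at 1.93 after subtraction of the trend with signal, outside the random range, but it holds DHRS2, which the paper named from these arrays, and without DHRS2 it lay inside, at 4.19 and 4.74. Its median was above 0 with the median of a gene's probe sets (percentile 72.2). CYP26B1, which the paper measured by PCR after treatment with retinoic acid, had signals of 12.2 and 4.32 in the control cells and 11.0 and 14.7 in the knock-down cells in its 2 probe sets, all far below the filter of 97.7. TRAIL (TNFSF10), for which the paper reports no correlation with PRAME, had log2 ratios between -0.16 and 0.0039 in 3 probe sets. The kept probe sets of its receptors TNFRSF10A and TNFRSF10B lay between 0.0029 and 0.38, and those of TNFRSF10C and TNFRSF10D were below the filter. The TRAIL and death receptor list had a median of -0.16 (7 genes, percentile 18.1), with FADD 1.53-fold lower.

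Interferon-stimulated genes had a median log2 ratio of -0.13 (31 genes, percentile 8.9), with MX1 2.17-fold and IFIT2 1.95-fold lower and none at least 1.5-fold higher. Genes of antigen presentation by MHC molecules did not stand apart (25 genes, median 0.022, percentile 77.0), although CIITA, the regulator of MHC class II genes, was 1.63-fold lower. The list of histone deacetylases and acetylases had a median of -0.17 (24 genes, percentile 3.9), with HDAC6 1.55-fold higher. It also holds DNMT1, DNMT3A, DNMT3B, EZH2 and SIN3A, which are neither, so its values are not those of histone deacetylases and acetylases alone. Genes of microRNA processing had a median of 0.022 (15 genes, percentile 81.5), with AGO4 1.83-fold lower. The unfolded protein response (27 genes, median -0.027, percentile 52.2) included CHAC1, 2.18-fold higher, and XBP1 with a log2 ratio of 0.55. Cholesterol synthesis (18 genes, median -0.058, percentile 49.0) included STARD4, 1.92-fold lower, and INSIG1, 1.54-fold higher (log2 ratio 0.47 as the median of 3 probe sets). Hypoxia and glycolysis genes had a median of 0.058 (27 genes, percentile 88.8). SLC2A1 was 1.70-fold and ALDOC 1.52-fold higher, and PFKM was 1.58-fold lower. Of the cancer/testis antigens, 5 were measured, and PRAME was the only one at least 1.5-fold lower (median -0.32, percentile 7.2). MAGEB1 and MAGEB2 had log2 ratios of -0.39 and -0.32, and SPA17 and LAGE3 of 0.19 and 0.48. The reference genes ACTB and GAPDH had log2 ratios of 0.258 and 0.260, and of 0.142 and 0.197 after subtraction of the trend with signal. ACTB had the highest signal on both arrays, so quantile normalization sets its log2 ratio to 0 by construction. JAK2 had log2 ratios of 0.53, -0.57 and -0.20 in its 3 probe sets. Immediate early genes lay at percentile 62.0. Probe sets of one gene differed for some of these, with medians over the probe sets of -0.0102 for AGO4, 0.0179 for CIITA and 0.104 for HDAC6.

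Markers of other cell types did not stand apart, with T cell markers at -0.0021 (5 genes, percentile 48.1), monocyte and macrophage markers at 0.11 (3 genes, percentile 29.6) and fibroblast and epithelial markers at -0.011 (9 genes, percentile 23.3). The signs of the medians of monocyte and macrophage markers, immediate early genes and cholesterol synthesis turned under quantile normalization, as did those of p53 target genes and MHC genes. Leaving out centering adds 0.045 to every log2 ratio. Medians of T cell markers, fibroblast and epithelial markers, p53 target genes, drug transport and detoxification and the unfolded protein response were then above 0. These changes of sign follow from that shift alone.

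Beyond chromosome 18, blocks of 50 neighbouring genes also differed in median log2 ratio. Of 239 blocks, 73 lay outside the random range, against 11.95 by chance if neighbouring genes vary independently. The lowest were the block on chromosome 18 from MIB1 to DYM (-0.37) and the block from LINC02837 to CYB5A (-0.36), which holds BCL2, followed by the block on chromosome 6 from RWDD1 to MAP3K5 (-0.30) and that on chromosome 5 from HSPA4 to SLC35A4 (-0.29), in which 44 of 50 genes were below 0. The highest were the neighbouring blocks on chromosome 9 from OR1J2 to URM1 (0.27) and from CERCAM to TSC1 (0.29).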
